A study of Mus musculus with 4 samples.

How the data were processed

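RNA was sequenced from cells of mouse hindlimb buds (FVB strain) at embryonic day 11.5. The embryos carried a reporter transgene at the H11 safe-harbour locus, in which a human ZRS limb enhancer with the 404G>A base change drives the red fluorescent protein mCherry. The ZRS is the long-range limb enhancer of Shh and lies within an intron of Lmbr1. The cell populations compared were separated by dissection followed by fluorescent sorting, namely anterior cells positive for mCherry and central cells negative for mCherry, with 2 libraries of each. Group and replicate number were taken from the sample titles, and each count column was matched to a title by its domain name and its number.

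The authors deposited a table of whole-number read counts for 25239 gene symbols, not normalized, with library totals of 33257383 and 30080925 counts for the anterior population and 30370756 and 32152209 for the central one. Per the labels, libraries were made and paired-end sequenced by a commercial provider to about 25M reads per sample. The aligner, counting program, strandedness, genome build and annotation are not stated, so no coordinates are given. Of the symbols, 25041 are in the RefSeq annotation of GRCm38.p6 and 24366 are in GENCODE M21. Whether the counting used strand is unknown, so counts of overlapping and antisense genes are uncertain. Even numbers made up 72.8% to 75.7% of the counts between 1 and 10, which is the pattern obtained when both mates of a read pair are counted. The nominal depth in counts then overstates the number of fragments, and a fit on halved counts was run as a check. Intervals and floors cover counting error at most, since reads without molecular identifiers are not independent molecules. Intervals for the globins used the counts as listed, and those for Shh used halved counts. If both mates were counted, the globin intervals are too narrow and the floor too low even for counting error. A floor of 3 counts corresponded to 0.090 to 0.100 CPM (counts scaled to a common library total, per 1 M counts).

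The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by the default of filterByExpr (14610 genes), libraries were scaled by TMM, and anterior was compared with central by the quasi-likelihood F test with Benjamini-Hochberg adjustment, at a threshold of 0.05. The unblocked model left 2 residual degrees of freedom. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. This is an approximation that can be too small where a group has few counts. CPM values are TMM-scaled and given as mean ± SD over the 2 libraries of a group. Where both libraries of a group had at most 3 counts, the fold is given as a lower bound, the mean of the other group over the floor. Such a bound does not cover the spread between replicates. A single library under its group mean would give a lower one. Replicates 1 and 2 occur in both groups in the sample titles, and this shared numbering is the only source of pairing. The labels do not say whether same-numbered libraries came from the same embryos. A fit with replicate number as a block was therefore run beside the unblocked fit.

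Lists of limb patterning, lineage and technical marker genes (15 lists, 154 genes) were fixed before the data were examined, as were the processing alternatives and the rule for naming genes. That rule took the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean CPM of at least 5 and no overlap between groups, plus 18 fixed genes. Each list was tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. Its median log2 fold change was also ranked among 10000 random lists matched on mean expression in 20 bins. Lists overlap in a few genes and their members are not independent replicates.

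The alternatives were DESeq2 1.42.0 size factors, library size alone and upper-quartile factors within edgeR, the DESeq2 Wald test, limma-voom, no filter beyond 1 count, a mean count of at least 50, the replicate block, removal of the blood list, a threshold of 0.01, a test against a 1.5-fold change, a robust prior, an estimated inter-gene correlation, and leaving out each replicate. The plan also named mitochondrial genes for removal, but the table lists no mt- symbols. Halved counts, removal of the ribosomal RNA precursor Rn45s, and per-library GC and length offsets (with and without the block) were added after the data were seen.

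The pipeline was tested on simulated counts drawn with the means, library sizes and dispersions of the real libraries, with 200 genes changed by known amounts. Over 10 draws, 83.8% of the changed genes were recovered on average (81% to 86.5%), and 10.1% of the called genes were unchanged ones (6.9% to 12.9%), above the nominal 5%. Every planted change was at least 2-fold, so recovery of smaller changes was not tested. The real libraries gave 3351 called genes with a median absolute log2 fold change of 0.706, so these shares may not carry over. In a simulated list test, a list of 10 shifted genes had a camera p-value of 5.15e-30 and a list of 10 unshifted genes had 0.688. Genes were drawn independently, so this does not test the preset inter-gene correlation. No per-sample column of the table was left unmatched. Some genes that met the naming rule or were among the smallest p-values are not reported here.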

Results

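Gene expression was measured by RNA sequencing in purified populations of hindlimb bud cells from transgenic mouse embryos at embryonic day 11.5. Anterior cells in which the variant human ZRS enhancer drove mCherry were compared with central cells negative for the reporter, with 2 libraries per population. The comparison asks which genes distinguish the anterior cells in which the variant enhancer is active from central limb cells in which it is not. Library totals ranged from 30080925 to 33257383 counts, and between 16476 and 17244 genes had at least 1 count. A further 6539 genes of the 25239 in the table were listed at 0 in every library. No pair of libraries agreed within sampling noise: on halved counts, the chi-square per degree of freedom was 15.1 between the anterior replicates and 8.46 between the central replicates, so each library was counted as a separate sample.

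The libraries separated by population. The first principal component of log2 CPM held 80.7% of the variance and split anterior from central, and the remaining components held 10.2% and 9.04%. The median absolute log2 difference between replicates over the tested genes was 0.122 for anterior and 0.148 for central. Across genes, which are not independent replicates, log2 CPM correlated at 0.987 between the anterior replicates and at 0.987 between the central replicates.

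Of 14610 genes tested, 3351 (22.9%) were called at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression was higher in anterior cells for 1559 of them and lower for 1792. The median absolute log2 fold change of the called genes was 0.706. Changes of at least 2-fold were less even in direction, with 342 genes higher and 990 lower. For all 3351 called genes the values of the anterior libraries lay entirely above or below those of the central libraries. That held for 63.5% of all tested genes, where chance alone gives 33.3%. Raising the bar to a change beyond 1.5-fold moved the count most, to 1035 genes, of which 278 were higher and 757 lower in anterior cells. With replicate number as a block, 3586 genes were called, 1669 higher and 1917 lower, and 3264 genes were called both with and without the block. The replicate differences in the 2 populations correlated across genes, which are not independent replicates, at 0.046 (Pearson) and 0.031 (Spearman). Xist and the 4 Y-linked genes nevertheless moved in the same direction from replicate 1 to replicate 2 in both populations, and the block lowered the biological coefficient of variation from 0.111 to 0.0906.

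**Figure D1:**
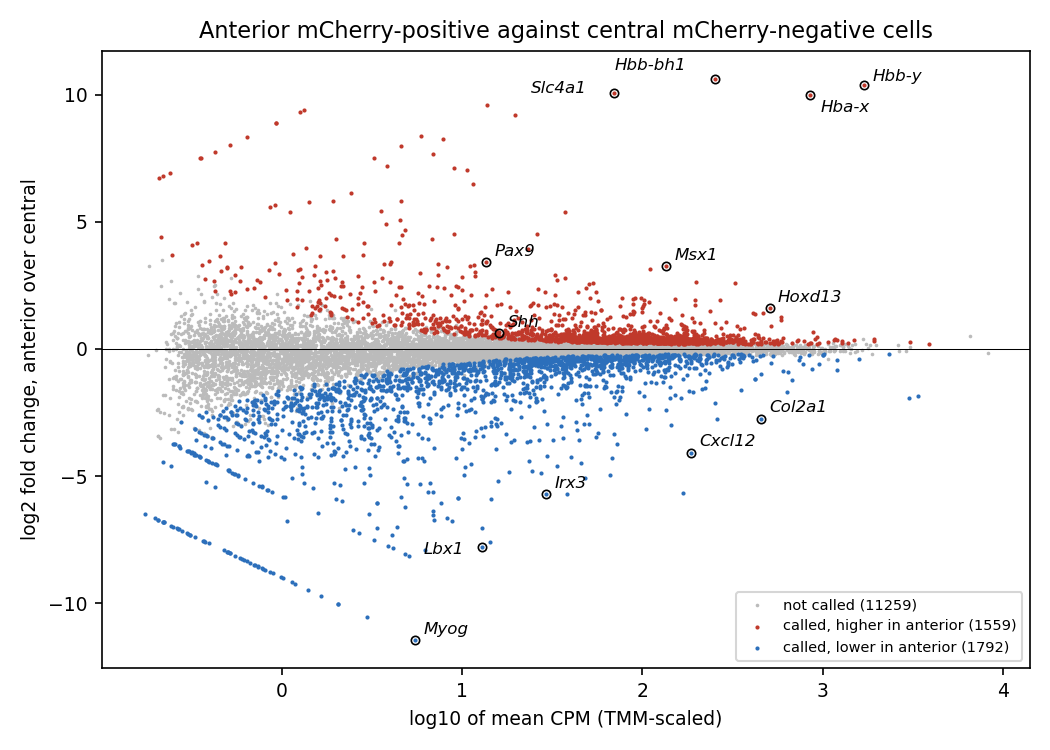
Log2 fold change of anterior over central cells (y axis) against the log10 of mean CPM (x axis) for the 14610 tested genes, 1 point per gene, with the 1559 genes called higher in red, the 1792 called lower in blue and circles around a selection of the genes named in the text. Embryonic globin genes and Slc4a1 sit near a log2 fold change of 10, and the straight lines of points at the left edge include genes with at most 3 counts in every library of 1 population, whose true fold is known only as a lower bound.

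Of the 5 genes with the largest rises in anterior cells, 4 belonged to the blood list. Hbb-y, encoding an embryonic beta-type globin, measured 3404 ± 2068 CPM in anterior cells and 2.57 ± 1.52 in central cells (SD, n = 2 each), a log2 fold change of 10.36 ± 0.57 (SE) with an edgeR adjusted p-value of 7.63e-06. Hba-x measured 1697 ± 1075 CPM against 1.67 ± 0.52, and Hbb-bh1 measured 506 ± 320 against 0.31 ± 0.17, with log2 fold changes of 9.98 and 10.62. The red cell anion exchanger gene Slc4a1 rose by 10.06 ± 0.71 (SE) on the log2 scale (edgeR adjusted p-value 2.70e-05). This call was lost with limma-voom, where the adjusted p-value was 0.0712 in a range of 2.95e-22 to 0.0712 over the alternatives. Hsd3b6 had 646 and 1046 counts in the anterior libraries and 2 and 0 in the central ones, and was at least 274-fold higher in anterior cells. The 3 embryonic globins together took 0.317% of the counts of anterior replicate 1 (95% exact binomial interval 0.315% to 0.319%) and 0.786% of replicate 2 (0.782% to 0.789%), against 0.000303% (0.000244% to 0.000372%) and 0.000616% (0.000533% to 0.000708%) of the central libraries. These intervals take each count as independent and would be wider on halved counts.

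Among the genes with the largest falls, Myog and Lbx1 belonged to the myogenic list. Myog had 0 counts in both anterior libraries and 494 and 190 in the central ones, at least 111-fold lower in anterior cells. Gdnf and Wnt6 were at least 102-fold and at least 126-fold lower, with at most 3 counts in any anterior library. Wnt6 also differed between the central replicates, at 158 and 639 counts. Lbx1 measured 0.11 ± 0.01 CPM in anterior cells and 25.7 ± 0.35 in central cells (SD, n = 2), a log2 fold change of -7.80 ± 0.25 (SE) with an edgeR adjusted p-value of 8.46e-07. Lbx1 had only 4 and 3 counts in the anterior libraries, so its fold is less certain than this SE states.

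The genes with the smallest p-values, chosen after their values were seen, included Lbx1. Among those lower in anterior cells, Cxcl12 measured 20.8 ± 0.80 CPM against 351 ± 35 in central cells (SD, n = 2; log2 fold change -4.08 ± 0.09 SE, edgeR adjusted p-value 2.66e-07), and Col12a1, Scx and Ntn1 had log2 fold changes of -5.72, -3.31 and -4.25. Among those higher, Msx1 measured 246 ± 10.5 CPM against 25.7 ± 4.85 (SD, n = 2; log2 fold change 3.26 ± 0.12 SE, edgeR adjusted p-value 1.06e-06), and Cbln1, Fzd10 and Pmaip1 rose by 2.23, 1.97 and 1.94 on the log2 scale.

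Shh, the target gene of the endogenous ZRS, did not differ between the populations beyond the spread between replicates. It had 913 and 344 counts in the anterior libraries and 408 and 394 in the central ones. The means were 19.6 ± 11.1 and 12.7 ± 0.76 CPM (SD, n = 2), with a log2 fold change of 0.63 ± 0.32 (SE) and an edgeR adjusted p-value of 0.203 (0.107 with the replicate block, in a range of 0.0581 to 0.549 over the alternatives). Without anterior replicate 1 the log2 fold change was -0.115. Lmbr1, the gene that houses the endogenous enhancer, measured 10.5 ± 1.1 CPM against 12.1 ± 1.3 (SD, n = 2) and was not called (edgeR adjusted p-value 0.450). Genes that respond to hedgehog signalling were lower in anterior cells by different amounts. Ptch1 measured 197 ± 15 CPM against 286 ± 52 (log2 fold change -0.54, edgeR adjusted p-value 0.0102) and Gli1 measured 85.5 ± 5.0 against 115 ± 14 (log2 fold change -0.42, adjusted p-value 0.0135). Hhip, named after its values were seen, fell further, from 13.2 ± 3.07 to 2.12 ± 0.35 CPM (log2 fold change -2.63 ± 0.25 SE, edgeR adjusted p-value 0.000154). The posterior regulator Hand2 was also lower, at 204 ± 50 against 349 ± 8 CPM (log2 fold change -0.78 ± 0.13 SE, edgeR adjusted p-value 0.00402).

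Regulators associated with the anterior limb bud did not move together. Pax9 was higher in anterior cells, at 24.8 ± 4.1 CPM against 2.35 ± 1.54 (log2 fold change 3.40 ± 0.36 SE, edgeR adjusted p-value 0.000258), and Gli3 was higher at 346 ± 45.8 against 198 ± 1.40 CPM (log2 fold change 0.81, adjusted p-value 0.00034). Irx3 was lower, at 1.08 ± 0.76 CPM against 57.6 ± 12.2 (log2 fold change -5.69 ± 0.31 SE, adjusted p-value 7.54e-06). Alx4 had overlapping values in the populations, at 29.3 ± 11.8 and 45.3 ± 12.7 CPM, and was not called (adjusted p-value 0.119), although it was called without a filter on low counts (adjusted p-value 0.0145 in a range of 0.0145 to 0.466 over the alternatives). Hoxd13 was higher in anterior cells, at 764 ± 122 against 253 ± 74 CPM (log2 fold change 1.59 ± 0.18 SE, adjusted p-value 0.000404). Of the ETS factors, Etv4 measured 130 ± 0.66 against 46.6 ± 0.61 CPM (log2 fold change 1.48 ± 0.07 SE) and Etv5 measured 238 ± 16 against 94.9 ± 6.2 (log2 fold change 1.33 ± 0.08 SE), with edgeR adjusted p-values of 3.72e-06 and 9.13e-06. Gabpa differed by 0.20 on the log2 scale and was not called (edgeR adjusted p-value 0.0658). The hindlimb factor Pitx1 was at 442 ± 11 and 456 ± 38 CPM (adjusted p-value 0.707). The cartilage genes Sox9 and Col2a1 were lower in anterior cells, with log2 fold changes of -1.27 ± 0.13 and -2.73 ± 0.18 (SE) and edgeR adjusted p-values of 0.00019 and 2.06e-05. Xist and the Y-linked Ddx3y, which report the sex of the pooled embryos, did not differ between populations (adjusted p-values 0.946 and 0.990).

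**Figure D2:**
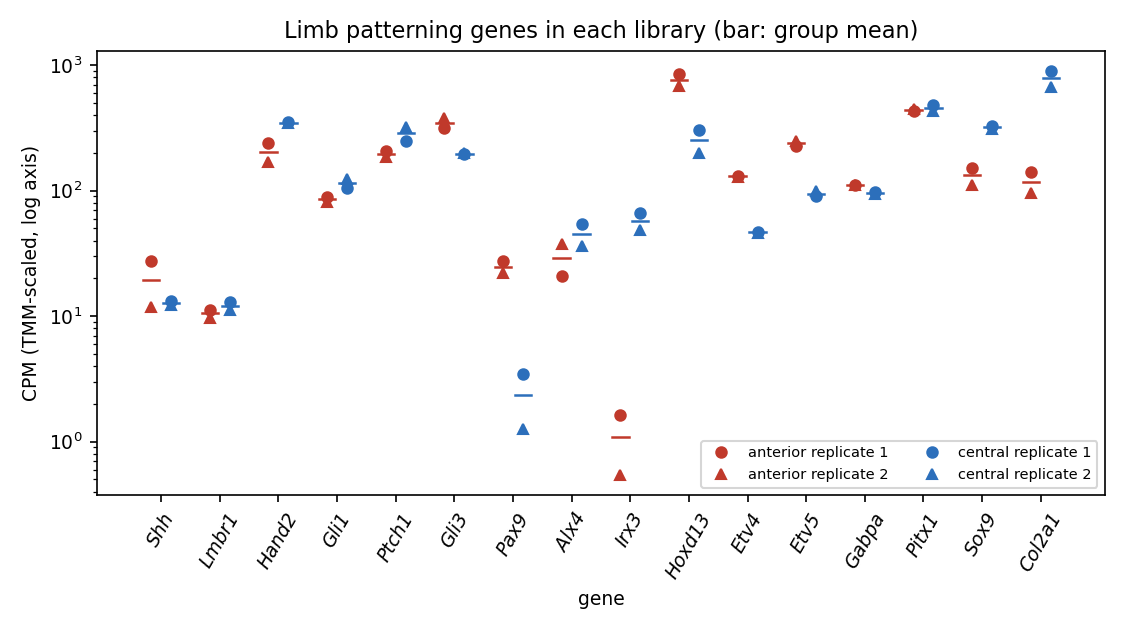
CPM on a log axis (y axis) of limb patterning genes (x axis) in each of the 4 libraries, with circles for replicate 1, triangles for replicate 2, red for anterior, blue for central and a bar at each group mean. Anterior replicate 1 is the only library above the others for Shh, at 27.4 CPM against 11.7 to 13.2, whereas Irx3 and Hoxd13 are separated between the populations in both replicates.

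The lists fixed in advance numbered 15. Of the 154 listed genes, 146 were tested and 93 were called after adjustment over all tested genes, or 107 after adjustment over the listed genes alone. The camera p-values, adjusted by Benjamini-Hochberg over the lists, depended on the preset inter-gene correlation of 0.01. When the correlation was estimated from the data, which leave 2 residual degrees of freedom, no list passed and the smallest adjusted p-value was 0.12. Of the limb lists, the FGF response genes were higher in anterior cells in 8 of 8 genes (median log2 fold change 1.38, camera adjusted p-value 4.17e-21 without and 9.20e-22 with the replicate block). The HoxA and HoxD list was higher in 9 of 10 genes (median 0.346, camera adjusted p-value 1.11e-05, block 3.91e-07). All 5 proximal limb genes were lower (median -4.27, camera adjusted p-value 2.89e-23, block 3.92e-32), among them Meis1 at 3.88 ± 2.99 against 87.5 ± 10.7 CPM (SD, n = 2). The anterior list had a median of 1.27 (camera adjusted p-value 5.14e-06, block 0.000732), with 7 members called higher and 3 called lower. The posterior and hedgehog response list held 3 members called higher and 5 called lower and did not differ by camera (adjusted p-value 0.754, block 0.780). Its median of -0.26 nevertheless lay at the 0.03 percentile of matched random lists. The ETS list did not shift either (median -0.03, camera adjusted p-value 0.212, block 0.271).

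Every anterior library was reporter-positive and every central one reporter-negative. A lineage difference therefore cannot be assigned to position rather than to the reporter sort. Among the lineage lists, myogenic genes were lower in anterior cells in 7 of 7 genes (median -7.80, camera adjusted p-value 9.93e-24, block 4.89e-24). Of these, 4 had at most 3 counts in both anterior libraries, so their true folds are known only as lower bounds. Their fitted folds, which enter the median, can exceed those bounds. Myog was fitted at -11.43 on the log2 scale but is bounded only at 111-fold. Also lower were ectoderm genes in 11 of 11 (median -5.36, adjusted p-value 1.61e-07, block 4.58e-15), endothelial genes in 9 of 10 (median -2.21, adjusted p-value 0.000863, block 0.00056) and chondrogenic genes in 12 of 12 (median -1.86, adjusted p-value 1.35e-08, block 1.89e-22). Blood genes were higher in 9 of 10 (median 6.81, camera adjusted p-value 5.48e-17, block 6.15e-88). Within that list the white cell genes differed less: Csf1r was called higher (log2 fold change 1.63 ± 0.29 SE, edgeR adjusted p-value 0.00468), whereas Ptprc, Tyrobp and Fcer1g were not called (adjusted p-values 0.871, 0.648 and 0.628). Cell cycle genes were higher by a small amount in 13 of 14 (median 0.40, camera adjusted p-value 6.67e-06, block 9.56e-05). The dissociation stress list (adjusted p-value 0.715, block 0.203) and the list of Xist and Y-linked genes (0.788, block 0.780) did not differ by camera. Camera asks for a shift in a common direction, and called stress genes went both ways. Egr1 and Jun were lower (log2 fold changes -1.68 and -1.285, edgeR adjusted p-values 0.00399 and 0.000372). Atf3 was higher (1.55, edgeR adjusted p-value 0.0349). The hindlimb identity list was lower in 6 of 6 genes (median -0.589, camera adjusted p-value 0.00544, block 0.00239). Of these, 3 were called lower, namely Isl1, Hoxc10 and Hoxc11. Pitx1, Tbx4 and Hoxc9 were not called (edgeR adjusted p-values 0.707, 0.223 and 0.0766).

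**Figure D3:**
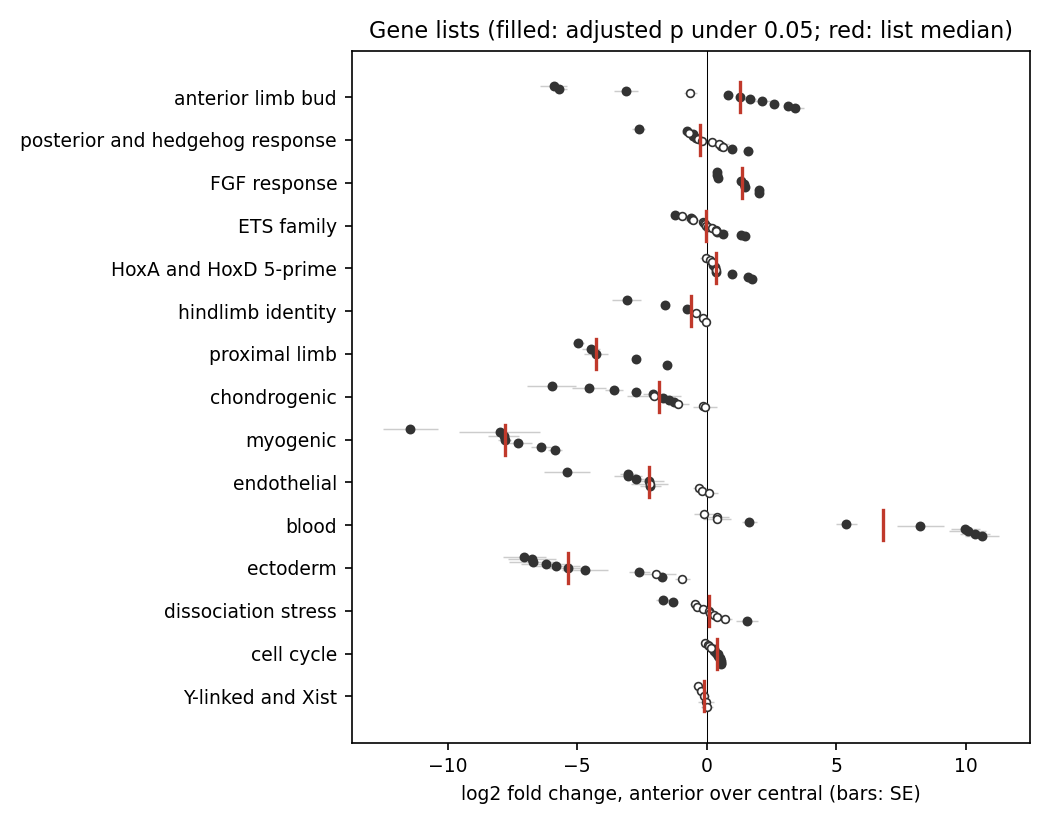
Log2 fold change of anterior over central cells (x axis) for the tested members of each list (y axis), 1 point per gene with its SE, filled where the edgeR adjusted p-value was under 0.05, and a red bar at each list median. The myogenic, ectoderm and proximal lists lie to the left of 0, the FGF response list and most of the blood list lie to the right, and the anterior list has called members on both sides.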

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

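The count of genes called between anterior and central cells ranged around 3351 under each scaling, test, filter, block and offset that was run, from 2957 with a mean count of at least 50 to 4166 with the replicate block combined with GC and length offsets. The share of calls higher in anterior cells was 46.5% and ranged from 39.1% with upper-quartile factors to 50% with the block and the offsets. Between 85.5% and 99.9% of the called genes were called again across these settings, and none of the shared genes changed direction. The count fell under a threshold of 0.01, to 1690 genes (721 higher, 969 lower), and under the test against a 1.5-fold change, to 1035 genes (278 higher, 757 lower). Both are stricter criteria rather than other processing of the same values. Each fit that left out one library kept the direction of all 3351 genes (1559 higher, 1792 lower). This was close to fixed in advance, because no called gene had overlapping groups. Such fits leave 1 library in a group and gave no p-values.

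The camera results were the least stable. With the inter-gene correlation estimated from the data, 11 lists no longer passed, at unchanged medians: anterior limb bud 1.27, FGF response 1.38, HoxA and HoxD 0.346, hindlimb identity -0.589, proximal -4.27, chondrogenic -1.86, myogenic -7.80, endothelial -2.21, blood 6.81, ectoderm -5.36 and cell cycle 0.40. Their adjusted p-values under that setting were 0.12 to 0.358. The estimate rests on 2 residual degrees of freedom. No list changed its side of the threshold under the scalings, count filters, block, halved counts, offsets and gene removals. The blood list has no value where its genes were removed. Lists were not tested with limma-voom, the DESeq2 Wald test, the robust prior or the test against a 1.5-fold change. The ETS median, which is near 0, changed sign to 0.0551 without a filter.

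Across the 4 fits that each left out one library, list medians ranged from -0.0823 to 0.0177 for ETS, from -0.218 to 0.157 for dissociation stress, from 0.364 to 0.393 for cell cycle and from -0.361 to 0.0205 for Xist and Y-linked genes. Single genes that changed sign in those fits were Shh (-0.115 to 1.11), Xist (-0.524 to 0.705), Ddx3y (-0.361 to 0.468) and Pitx1 (-0.125 to 0.0411), none of which was called.

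Of 37 named genes, 32 kept their direction and side of the threshold under the scalings, count filters, block, halved counts, offsets, gene removals, limma-voom and the DESeq2 Wald test, except that genes of the blood list have no value where that list was removed. Single genes were not recomputed under the threshold of 0.01, the test against a 1.5-fold change or the robust prior. At 0.01, Gli1 and Ptch1, with adjusted p-values of 0.0135 and 0.0102 in edgeR, are not called. The sign changes were in genes near 0: Xist became 0.0722 with limma-voom, 0.0762 with the replicate block, 0.0277 with GC and length offsets and 0.104 with the block and the offsets. Ddx3y became 0.0555 with limma-voom, 0.000447 without a filter and 0.0355 with the block. Pitx1 became 0.0229 with the offsets, with and without the block. Slc4a1 was not called with limma-voom and Alx4 was called without a filter. The cause was not tested for any of these.

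With 2 libraries per group, the simulated share of false calls was 10.1% on average over 10 draws without the block. In a single further draw it was 11.9% without the block and 14.3% with it, which bears on the larger counts called with the block. The simulation changed 200 genes, fewer than the 3351 called in the real libraries, so these shares may not carry over. Calls close to the threshold are less certain than the nominal 5% states. Genes near the floor of 3 counts have no bounded fold change.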

Other observations

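The tests on Shh in anterior replicate 1, and the test of imprinted genes outside the clusters of Rian, Igf2 and H19, were chosen only after the result was seen. Every pattern below was noticed in the same data on which it was tested, so each explanation is a hypothesis.

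Groupings other than anterior against central were examined for the count of called genes. Of the 3 ways to split the 4 libraries into pairs, 1 gave as many as 3351 called genes, the real one. The other splits gave 0 and 0 calls, with 45 and 42 genes at an unadjusted p-value under 0.05. Each of these splits puts an anterior and a central library in the same group. The real difference then enters the spread within groups, so few calls were close to fixed in advance and rule out no explanation. The split that grouped libraries by replicate number parts neither same-numbered pair, whereas the remaining split parts both pairs as the real one does. A design of this size cannot bring the share of splits under 0.05. Little sign was seen of bias from GC content or transcript length. Across the 14324 genes with a value, the Spearman correlation of log2 fold change was -0.085 with GC content and -0.021 with length. With per-library GC and length offsets, 98.7% of the calls were made again, which correlations this small made likely. The offsets also raised the count of called genes to 3862, of which 1898 were higher in anterior cells. Counting both mates of a pair did not account for the 3351 calls, since 96.7% were called again on halved counts.

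Embryonic globin transcripts were far more abundant in the reporter-positive libraries. A candidate explanation is that erythroid cells, or debris carrying their RNA, passed the mCherry gate of the sort. An independent list of 10 erythroid genes with enough counts, including Klf1, Gata1 and Rhag, was higher in anterior replicate 2 than replicate 1 by a median of 1.40 on the log2 scale, against 1.35 for the embryonic globins. The difference of 0.053 between medians is what a single admixed population more abundant in replicate 2 would give. Single erythroid genes varied more, from 0.308 to 1.83 (SD 0.476), against 1.29 to 1.35 for the globins. Not all of them followed a common factor. Bpgm had 1680 and 1881 counts in anterior replicates 1 and 2, and Epor had 245 and 345. Of the 342 genes called at least 2-fold higher in anterior cells, 50 were at least 2-fold higher in replicate 2 than in replicate 1 and 1 was at least 2-fold lower. Those 50 genes are ones for which red cell admixture may contribute to the call. White cell genes gave a mixed picture, with Csf1r called higher in anterior cells, in which it was higher in replicate 1 than in replicate 2, and Ptprc, Tyrobp and Fcer1g not called. Expression of these genes by the sorted limb cells themselves was not ruled out by any test here.

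The adult globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt were listed at exactly 0 in all 4 libraries while Hbb-y reached 142766 counts. Hbb-b1, Hbb-b2 and Hbb-bh2 were also at 0 in all 4 libraries. A candidate explanation is that reads shared between near-identical genes were dropped. Of the 50-base words in their longest GENCODE transcripts, 67.5%, 86.9%, 65.8% and 58.3% also occur in another gene. For Hbb-bh2 that share was 0%, so shared reads do not explain its value of 0, and Hbb-b1 and Hbb-b2 have no value for it. Of 384 protein-coding genes with at least 90% shared sequence, 83.9% were listed at 0 in all libraries, against 16.9% of 14780 genes with under 10%. Many families with shared sequence are silent in limb tissue for other reasons, so this comparison cannot separate the explanations, and the globins retain some unshared sequence. A value of 0 for a gene with a close copy therefore cannot be told apart from reads that were dropped.

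Ectoderm genes differed between the central replicates. The fixed ectoderm list was higher in central replicate 2 than replicate 1 by a median of 1.99 on the log2 scale and an independent list by 1.31. The difference of -0.68 exceeded the 0.5 set in advance for a single admixed population with a common factor, so that prediction was not met. Both lists nevertheless moved the same way. The spread between genes was of similar size, with an SD of 0.799 in the fixed list and 0.619 in the independent list. The difference in medians therefore does not rule out that simple form of the explanation. Myogenic genes moved by -0.399 and endothelial genes by 0.406 between the same libraries. The amount of surface ectoderm in the central dissection may still have varied, with genes of different layers varying by different factors, which was not tested.

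The comparison was labelled by anterior and central position, yet the limb patterning list with the largest median shift was the proximal one (-4.27). That list relates to the proximal-distal axis. The FGF response list (1.38) and the anterior list (1.27) shifted by similar amounts, and the HoxA and HoxD list by less (0.346). A hypothesis is that the reporter-positive cells were also more distal than the central cells. An independent list of 6 distal genes (Lhx2, Msx2, Wnt5a, Cyp26b1, Jag1 and Tfap2b) was higher in all 6, with a median log2 fold change of 1.58 at the 100th percentile of matched random lists. An independent list of 4 proximal genes (Emx2, Tbx18, Tbx15 and Rarb) was lower in all 4, with a median of -2.31 at the 0.06 percentile. Under this hypothesis the fall of Irx3 in cells dissected from the anterior side may reflect position along the limb, and genes that differ here cannot be assigned to the anterior-posterior axis alone. A difference in the share of undifferentiated mesenchyme would predict much of the same pattern and was not separated from it.

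The imprinted genes Igf2, H19 and Rian were lower in anterior cells, with Igf2 at 1474 and 1433 CPM in anterior libraries and 5171 and 5502 in central ones before TMM scaling. A list of other imprinted genes, 17 of them tested, had a median log2 fold change of -0.447, at the 0 percentile of 10000 matched random lists, with 14 genes lower and 3 higher. That list was not fully independent, because Dlk1, Meg3 and Mirg lie in the cluster of Rian and Cdkn1c adjoins that of Igf2 and H19. Without these, the median over 13 tested genes was -0.383, also at the 0 percentile, with 10 genes lower and 3 higher. Plagl1 fell by 2.01 on the log2 scale, whereas Sgce rose by 0.617 and Impact by 0.279. As a hypothesis, imprinted genes as a class may be lower in the reporter-positive cells. A difference in cell types between the populations would give the same pattern, since no cell-type proportions were measured, and the 2 cannot be told apart here.

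Shh was higher in anterior replicate 1 than in the other 3 libraries. On halved counts its CPM was 27.5 there (95% exact binomial interval 25.0 to 30.1), against 11.4 (9.79 to 13.3), 13.4 (11.7 to 15.4) and 12.3 (10.6 to 14.1). Admixture of central cells would place the value between those of the other libraries, whereas the lower bound in anterior replicate 1 was 1.62 times their highest upper bound. Mixing in cells like those of the central libraries would pull the value toward theirs, which is the direction opposite to the one seen. This ratio restates the observation that prompted it and is no separate test, and its bounds hold counting error only. A candidate explanation is that some posterior cells, in which the enhancer is also active, entered that library. The posterior and hedgehog response list without Shh was higher in anterior replicate 1 than replicate 2 by a median of 0.286 on the log2 scale, at the 100th percentile of matched random lists, with 10 of 13 genes higher. The proximal list was higher in the same library by a median of 0.892 and the chondrogenic list by 0.559, so the libraries differed in more than posterior genes. Activation of Shh in anterior cells of that pool, or a difference in dissection, cannot be told apart from this with 1 library.

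Transcripts that depend on the sex of the embryos differed between replicates. Xist was at 450.0 and 1046 CPM in central replicates 1 and 2 before TMM scaling, and Ddx3y at 63.2 and 35.2 CPM, moving the opposite way. The anterior libraries moved in the same directions by smaller amounts, at 630.5 and 796 CPM for Xist and 54.1 and 41.8 CPM for Ddx3y. Eif2s3y, Kdm5d and Uty also fell from replicate 1 to replicate 2 in both populations. These 5 genes all follow the sex ratio of a pool and so amount to a single comparison. Whether same-numbered libraries share embryos remains unknown. All 4 libraries held both transcripts. Rn45s was at 3227 and 12030 CPM in the anterior libraries and 6819 and 4109 CPM in the central ones, and its removal left 3378 genes called.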
